A study of Saccharomyces cerevisiae W303 with 8 samples. Its data were reported in "Excessive Cell Growth Causes Cytoplasm Dilution And Contributes to Senescence" (2019).

How the data were processed

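Gene expression was measured on 2-colour Agilent yeast expression arrays in 8 samples of the W303 background, wild type or cdc28-4. Per the labels, cells spent 2 h or 6 h at 35°C, with or without 100 ng/mL cycloheximide, and were taken without αF or after 40 min with αF. Per the methods of the study, the drug was washed away before cells went into fresh medium for these 40 min, and samples without αF had the same 40 min. A legend of the study and the labels speak instead of cells before αF and 40 min after it. If that holds, each induction also contains 40 min of fresh medium, and in 6h CHX cells the removal of the drug. Groups were taken from the source name of the Cy5 channel. Each of the 8 groups had 1 array, so no value has a replicate error, and a spread could only be had by combining arrays across conditions. The Cy3 channel of all 8 arrays held RNA of cdc28-4 cells arrested for 2 h as a common reference. It was not used as a sample. Cell volumes are those the submitters gave for the 4 conditions.

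The authors labelled, hybridised and scanned the arrays and ran Agilent Feature Extraction, version 10.5.1.1 per the file headers, at its default 2-colour settings. Per the file headers this subtracts and detrends the background, puts a surrogate value in place of a signal not above background, and normalises the dyes within each array with a linear and a LOWESS step. The deposited log10 ratio is that of the processed Cy5 signal over the processed Cy3 signal, and it is listed at 0 where both signals were surrogates and at some spots where 1 was. Spot intensity, its local background and the flags for saturation, outliers and signal well above background were deposited beside it, as linear values. The authors also deposited a table of log2 ratios for the same spots. Set against the scanner files, it equalled the log2 of the processed Cy5 over Cy3 signal within 0.02, and it differed from the deposited log10 ratio by over 0.02 (as log2) only at spots with a surrogate, 241 to 1028 of 13048 spots per array. The file of wild-type cells without αF had been saved again, with values rounded to 3 digits and at least 1 gene name turned into a date, so gene names were taken from another array of the same design.

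The log10 ratios were turned into log2. Of the spots, 536 control spots and 3 to 21 outlier spots per array were left out. Saturated spots were kept. The 2 spots of a probe were averaged, and then the probes of a gene, which mattered for 29 of 6225 genes. A locus tag of the R64 gene table was matched by 5720 of the identifiers. Coordinates are those of Genome Release 64 given in the file descriptions, which cover 5601 genes. No genome sequence was used.

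Induction is the log2 ratio with αF minus that without αF in a condition. The threshold of 4-fold for genes induced in wild type follows the methods of the study, which give no rule for dim spots, and no filter on dim spots was applied here. The matched-pairs test over genes that the study used was not run, since genes measured on 1 array per group are not replicates. In its place, the median of a gene list is given with its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins. Genes of a random list mostly do not respond to αF. For induced genes the percentile therefore does not test a difference in induction between conditions. Gene lists (pheromone response, G1/S, histones, G2/M, daughter and M/G1, ribosome biogenesis, RNA polymerase subunits, stress-induced and ribosomal protein genes) and all comparisons were fixed before the data were examined.

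Tests across genes used limma 3.58.1 in R 4.3.3 (lmFit and eBayes) with Benjamini-Hochberg adjustment, on 6162 genes that were well above background in Cy5 on at least 2 arrays. The effect of αF and the contrasts between conditions came from an additive fit of condition and αF to all 8 arrays (3 residual degrees of freedom). The error of this fit holds any difference in response between conditions. Induction in 6h cells against the other 3 conditions came from a fit with an interaction term (2 residual degrees of freedom). Other calculations used Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots used matplotlib 3.10.9. On simulated data of 6162 genes with 200 changed by 2 (log2), the fits recovered 96.5% for αF with 8 false calls, 50.5% for the interaction with 3 false calls and 92.0% for 6h against 6h CHX cells with 8 false calls. For gene lists, a simulated shift of 1 lay at percentile 100, and 3 of 100 lists without a shift fell in the lowest or highest 2.5%. The simulated noise was independent between genes, so lists of genes that vary together were not covered.

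Genes were named by a rule set before the data were examined. It takes FIG1, 9 further pheromone genes, CDC28, ACT1, the 3 genes of highest induction in wild type, the 5 highest and the 5 lowest genes between 6h and 6h CHX cells among those past the threshold and over 2-fold in both pairs, and the 3 lowest genes for αF that fell in every condition. PRM4, PRM3, IME4, FIG2, YJL169W and CDA2 were named after their values were seen. Some array-level values (the spread of the log ratios, the number of detected spots) and the value of BAR1 in the study's own tables had been seen before the analysis.

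Where a gene was not well above background or was saturated in Cy5 on an array, a fold is given as a bound from the Cy5 channel alone, after loess within arrays and Aquantile normalisation between arrays, with the dim value set to the lowest signal well above background or its own, whichever was higher. Dark spots were left out of the bounds.

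Alternatives were normexp background correction (offset 50) with loess within each array, the Cy5 channel alone, the authors' deposited log2 table, the median of spots, other filters on dim genes, other thresholds and gene lists, eBayes with an intensity trend and robust prior, a fit without the block, leaving out each condition's pair of arrays, and the interaction without wild type (1 residual degree of freedom). After seeing the data, 2 more were added. In these, spots of an array were left out if their Cy3 signal, centred on the array's median deviation, was over 2-fold below the median of the other arrays, on any array where this held for over 5% of the spots, which was 1 array. A value without a test counts as moved if it shifted by more than the SD between the pair without and the pair with αF (for inductions, the SD of the matched random lists), and a count if it changed over 1.5 times. Tests of technical explanations used cutoffs that are given with them; those of a 10% Cy3 change and of an r of 0.3 were set in the calculation and not in the written expectation. One slide and 1 scan held all arrays, so neither could be tested as a batch.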

Results

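The response to mating pheromone was measured in budding yeast cells of 4 sizes. Alpha factor (αF) is the peptide pheromone that haploid yeast of the a mating type detect, and it switches on a set of mating genes. The cdc28-4 allele is a temperature-sensitive form of CDC28, the gene of the main cyclin-dependent kinase, so cdc28-4 cells stop dividing at 35°C but go on growing. Cells arrested for 2 h had a volume of 250 fL and cells arrested for 6 h had a volume of 815 fL. A culture held for 6 h in 100 ng/mL cycloheximide (CHX), an inhibitor of translation that slows growth, had a volume of 325 fL. Wild-type cells kept at 35°C for 6 h had a volume of 50 fL. Each of the 4 conditions was sampled without αF and after 40 min with αF, which gave 8 groups with 1 array each and no replicates. Every array carried the sample in the Cy5 channel and the same reference, RNA of the 2 h arrest, in the Cy3 channel. Dyes were not swapped. All 8 arrays lay on 1 slide, the 4 arrays without αF in its first row and the 4 arrays with αF in its second, so slide position and group cannot be told apart.

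Each array held 12512 spots for 6256 probes, 2 spots per probe, which named 6225 genes or transcripts. On 7 of the 8 arrays between 96.1% and 98.0% of the spots were well above background in Cy5, and the median Cy5 signal lay between 1525 and 2600 units. On the array of 6h CHX cells without αF only 84.4% were, and the median was 742 units. The number of arrays limits the precision of every value here, since each group was measured on 1 array only. Duplicate spots differed by a root mean square SD of 0.35 (log2) on the array of 6h CHX cells without αF and by 0.14 to 0.19 on the other 7.

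That array had a dark area in its centre. Its Cy3 signal was over 2-fold below the median of the other 7 arrays in 3609 of 12512 spots (28.8%), by a median of 46.8-fold, whereas the next highest array had 142 such spots. These dark spots touched 3076 genes, of which 516 had no other spot. The scanner software still called 55.0% of the dark spots well above background in Cy5. Across genes, the Cy3 signal of this array had a Pearson r of 0.65 to 0.68 with the other arrays, while any pair of the other 7 had an r of at least 0.990. Over the dark spots, the log2 ratios had an r of 0.45 with those of the 6h CHX array with αF, compared to 0.68 over the others. Values that use this array are given below for all spots, and many of them also without the dark spots, a setting that was chosen after seeing the data.

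**Figure D1:**
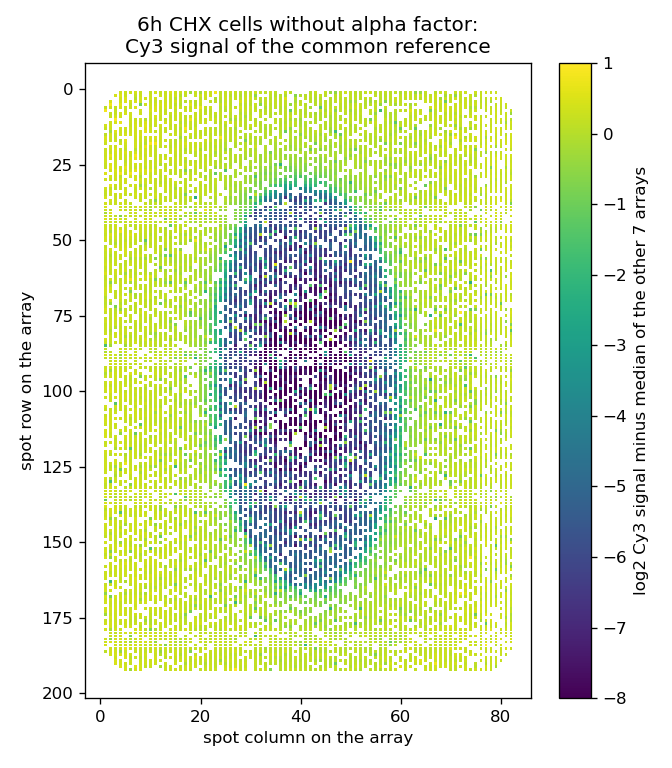
Cy3 signal of the common reference on the array of 6h CHX cells without αF. Each point is a spot at its column and row on the array, coloured by its log2 signal minus the median of the same spot on the other 7 arrays; the dark oval in the centre holds most of the 3609 spots that were over 2-fold dimmer, and white positions hold no gene probe.

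The array of 2h cells without αF compared RNA of 2h cells with a reference made from 2h cells, and so gave a view of the spread within 1 arrest time. The labels do not say whether the reference and the sample came from the same culture. Whether samples without αF and the reference also spent 40 min in fresh medium is uncertain, since the methods of the study say so of the samples while a legend and the labels speak of the time before αF, so the spread may hold such a difference. Its log2 ratios had an SD of 0.52 over genes, and 320 genes (5.14%) lay over 2-fold from the reference, 155 higher and 165 lower. On the other 7 arrays 9.41% to 24.0% of the genes lay over 2-fold from the reference, with the highest shares in 6h cells without αF (23.9%) and with αF (24.0%). The quantile-normalised Cy3 signal of a gene varied over the 8 arrays with a median SD of 0.41, and of 0.056 when the array with the dark area was left out.

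CDC28 (YBR160W, chromosome II, 560078 to 560974) differed little between arrays, with log2 ratios to the reference from −0.23 in 6h cells with αF to 0.12 in 6h CHX cells without αF, a value that rests on dark spots only. The allele differs from wild type in its sequence, which these probes do not read. ACT1 (YFL039C, chromosome VI, 53260 to 54696), the actin gene, was saturated in Cy5 on all arrays except that of 6h CHX cells without αF, so no change of it is given.

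To ask which genes respond to pheromone, the log2 ratio without αF was subtracted from that with αF in each condition. In wild-type cells 31 genes rose over 4-fold, and 22 of them were on a list of 33 pheromone response genes fixed in advance. The threshold mattered most, since 115 genes rose over 2-fold, and with normexp and loess 27 genes rose over 4-fold. Over 4-fold, 74 genes rose in 2h cells, 27 in 6h cells and 87 in 6h CHX cells, and of the 31 wild-type genes 27, 21 and 26 were among them. The highest inductions in wild type were those of PRM6, YGR109W-A and PRM1. PRM6 (YML047C, chromosome XIII, 180017 to 181075) was not well above background in wild-type cells without αF, and rose at least 66.3-fold. In 6h cells its bound was at least 12.6-fold, and in 6h CHX cells without αF it had dark spots only. These bounds set the Cy5 signal with αF against the lowest signal called well above background, and are open to dye bias. YGR109W-A (chromosome VII, 707610 to 708482) belongs to a retrotransposon with several copies, so its value is uncertain, and it rose by 6.19. PRM1 (YNL279W, chromosome XIV, 110917 to 112902) rose by 5.95 in wild type, 5.05 in 2h cells, 3.16 in 6h cells and 4.72 in 6h CHX cells (4.52 without the dark spots). These differences have no replicate check.

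The Cy3 signal of some induced genes was not constant, although the same reference was on every array. In the 3 conditions without the dark area it rose with αF over 2-fold on average for 8 of the 31 genes, FIG1, IME4, PRM3, AGA1, FIG2, PRM1, PRM6 and YGR109W-A, by a median of 2.26 in wild type, 2.40 in 2h cells and 0.57 in 6h cells. Over all 6225 genes 37 rose and 6 fell so in Cy3. For these genes the log ratio gave a smaller induction in wild-type and 2h cells than the Cy5 channel alone without the dark spots, except for PRM6 in wild type. The cause was not tested. For a few genes Cy3 fell instead. In wild type it fell by 1.37 for YJL169W, which rose by 3.02 with the log ratio and 0.95 with the Cy5 channel alone without the dark spots, and by 0.73 for CDA2, which rose by 2.70 and 0.16, so that these 2 are among the 31 mainly through the reference channel or dim signals.

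Next, the induction of the 31 genes was compared between cells of different size. The median induction (log2) was 3.84 in wild type, 4.07 in 2h cells, 2.89 in 6h cells and 4.08 in 6h CHX cells. The wild-type median is raised by the choice of the genes on those same arrays. Gene by gene, the induction in 6h cells was below that in 2h cells by a median difference of −1.41, and 26 of the 31 genes were lower. Of 10000 random gene lists matched on mean expression none had a median difference as low. Random genes mostly do not respond to αF, and their lists had an SD of 0.075 in this difference. The rank thus cannot tell a deficit in 6h cells from ordinary variation between arrays in induced genes. The choice of genes moved this value most. Over the 23 genes whose Cy3 signal did not rise over 2-fold the median difference was −1.53, with 20 lower. Over the 8 others it was −0.69 with the log ratio and −2.99 with the Cy5 channel alone without the dark spots. Over the list of 33 genes fixed in advance the median difference was −0.59, with 25 genes lower, and over the 74 genes induced over 4-fold in 2h cells, which selects for high values there, it was −1.91.

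Compared to 6h CHX cells, the median difference in induction of 6h cells was −1.27, and 24 of the 31 genes were lower. It was again below all 10000 random lists, with the same limit. This comparison uses the array with the dark area. Leaving out the dark spots, 20 genes had a value, 16 of them lower, with a median difference of −1.33. The 9 genes that had no dark spot at all gave a median difference of −0.43, with 7 lower, and the same 9 genes gave −0.91 between 6h and 2h cells. The 11 genes with dark and other spots gave −2.30 with all spots and −1.66 without the dark ones. For the other 11 genes, FIG1, AGA1 and SST2 among them, only dark spots were available in 6h CHX cells without αF. Dark spots were called by their Cy3 signal beside the other arrays, most of them with αF, and not by position. As the Cy3 signal of FIG1, AGA1, PRM6, PRM3 and IME4 rose with αF, their spots may be called dark without lying in the dark area. With αF, where no array has a dark area, the level of the 31 genes in 6h cells was below that in 6h CHX cells by a median of −1.12, with 25 lower, and below that in 2h cells by −0.94, with 26 lower. Without αF their level was higher in 6h than in 2h cells by a median of 0.28. As each condition has 1 array with and 1 without αF, none of these differences could be tested against replicates, and no p-value was computed across genes.

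**Figure D2:**
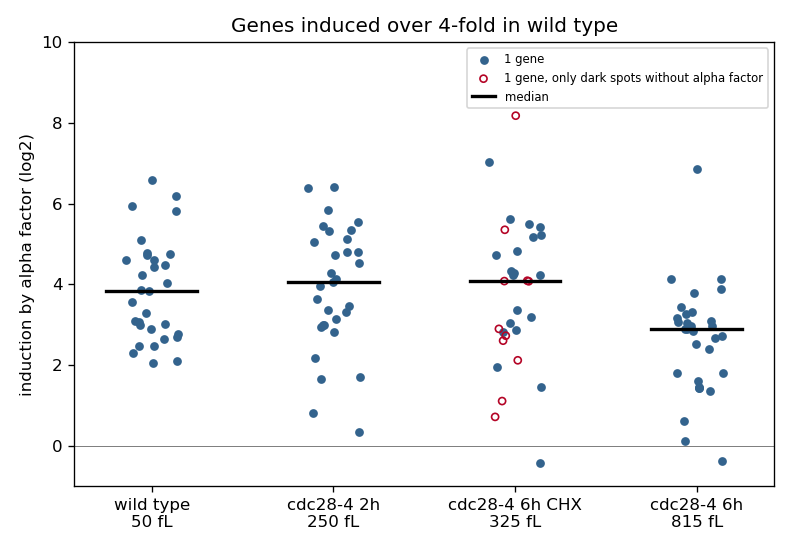
Induction by αF of the 31 genes that rose over 4-fold in wild type. Each point is a gene, the vertical axis is the log2 ratio with αF minus that without, bars are medians (3.84, 4.07, 4.08 and 2.89 from left to right, in order of cell volume), and open red points are the 11 genes that had only dark spots on the array of 6h CHX cells without αF.

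FIG1 (YBR040W, chromosome II, 316968 to 317864), a pheromone-induced gene that the study followed, rose by 3.87 in wild type, 2.98 in 2h cells and 3.27 in 6h cells. Its value in 6h CHX cells, 4.08, rests on dark spots only. Its Cy3 signal rose too, by 3.85, 5.54 and 0.88 in the first 3, and with the Cy5 channel alone without the dark spots FIG1 rose by 6.63, 7.84 and 3.43, so the order of 2h and 6h cells depends on the reference channel. FUS1 (YCL027W, chromosome III, 71803 to 73341) had no dark spot and rose by 5.82 in wild type, 5.55 in 2h cells, 5.41 in 6h CHX cells and 4.14 in 6h cells. KAR4 (YCL055W, chromosome III, 27929 to 28936) and BAR1 (YIL015W, chromosome IX, 322342 to 324105), also free of dark spots, varied less, from 3.79 in 6h cells to 4.29 in 2h cells and from 2.96 in 6h cells to 3.37 in 2h cells. FAR1 (YJL157C, chromosome X, 123836 to 126328) went the other way. It rose by 3.07 in 6h cells and by 1.96 to 2.30 in the other 3 conditions, from a level without αF of −1.40 relative to the reference in 6h cells. With αF its level was still lowest in 6h cells, at 1.67 beside 2.27 to 2.63 in the other 3 conditions. STE2 (YFL026W) rose by 2.78 in wild type and by 1.45 to 1.81 in the cdc28-4 conditions. FUS3 (YBL016W) rose by 1.89 in wild type, 1.92 in 2h cells, 1.67 in 6h cells and 2.56 in 6h CHX cells (2.52 without the dark spots). AGA1 (YNR044W) rose by 4.24 in wild type, 3.0 in 2h cells and 2.90 in 6h cells, and in the same Cy5 setting by 6.26, 5.35 and 4.54. SST2 (YLR452C) rose by 3.10 in wild type, 3.64 in 2h cells and 3.45 in 6h cells.

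The response shared by the 4 conditions was tested with limma, with condition as a block and 3 residual degrees of freedom, so that the differences in response between conditions made up the error. Of 6162 genes tested, 46 passed an adjusted p of 0.05. The 43 that rose did so in all 4 conditions, and the 3 that fell also fell in all 4, which a test with this error favours. On the pheromone list 23 of 33 genes passed when adjusted over all genes, and all 33 when adjusted over the list alone. KAR4 rose by 4.04 ± 0.12 (SE, limma adjusted p 0.000399), BAR1 by 3.17 ± 0.11 (limma adjusted p 0.000399) and FUS1 by 5.23 ± 0.28 (limma adjusted p 0.00164). HPF1 (YOL155C, chromosome XV, 28703 to 31606) fell by 1.82 ± 0.19 (limma adjusted p 0.0174), YIL169C (chromosome IX, 23119 to 26106) fell by 1.43 ± 0.14 (limma adjusted p 0.0115) and PET494 (YNR045W, chromosome XIV, 706139 to 707608) fell by 1.30 ± 0.16 (limma adjusted p 0.0306). HPF1 and YIL169C are described in the files as similar to each other, so their values are uncertain. PET494 lies next to AGA1. The number of genes depended on the conditions included, with 8 genes when the pair of 2h arrays was left out, none of which fell. With the dark spots left out 53 genes passed.

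Whether induction in 6h cells differed from that in the other 3 conditions was tested as an interaction, with the spread of induction among those 3 as error and 2 residual degrees of freedom. No gene of 6162 passed in limma after adjustment over all genes, and 171 had an unadjusted p under 0.05. On simulated data, 50.5% of 200 genes that differed by 2 (log2) were recovered in this test among 6162 genes. On the pheromone list 25 of 33 genes had a lower induction in 6h cells, with a median of −0.59. When adjusted over the list alone 3 genes passed, PRM4 at −3.23 ± 0.27 (SE, limma adjusted p 0.00250), FUS1 at −1.45 ± 0.27 (limma adjusted p 0.0323) and PRM3, named here after their values were seen. No value is given for PRM3, which was not well above background in wild-type cells without αF and had only dark spots on the array of 6h CHX cells without αF, so that its pass is uncertain. The count was 16 when wild type was left out and 6 without the dark spots.

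Differences between conditions were addressed by contrasts, taking the pair without αF and the pair with αF as 2 measurements. The methods of the study do not say whether the 2 arrays of a condition came from separate cultures. If they did not, the error holds no spread between cultures, and the adjusted p-values leave it out. Between 6h and 6h CHX cells, which differ in volume and in drug treatment alike, 1895 of 6162 genes passed an adjusted p of 0.05 in limma, 914 higher and 981 lower in 6h cells. Between 6h and 2h cells 1871 passed, 971 higher and 900 lower. Far fewer, 270, passed between 6h CHX and 2h cells, 120 higher and 150 lower. Between wild-type and 2h cells 2061 passed, 1003 higher and 1058 lower. The ratio to the reference mattered most here, because with the Cy5 channel alone only 1, 2, 0 and 55 genes passed in these 4 contrasts. Without the dark spots the Cy5 channel alone gave 1734, 1781, 319 and 2113 genes, and the log ratios gave 1953, 2046, 394 and 2286. Of the 1895 genes that passed between 6h and 6h CHX cells, 1758 also passed in the same direction without the dark spots.

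A count free of the model was made as well. Between 6h and 6h CHX cells 475 genes differed over 2-fold in the same direction without αF and with αF, 298 higher and 177 lower in 6h cells, where 70.5 were expected if the pairs were independent, and 9 differed over 2-fold in opposite directions. Without the dark spots the count was 434 of 5709 genes, with 55.9 expected. Between 6h and 2h cells 461 genes did so, 335 higher and 126 lower, with 56.3 expected. Across genes, which are not independent replicates, the differences without and with αF had a Pearson r of 0.68 for 6h against 6h CHX cells and 0.77 for 6h against 2h cells. The pairs share no array, but the 2 arrays of a condition may share a culture.

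**Figure D3:**
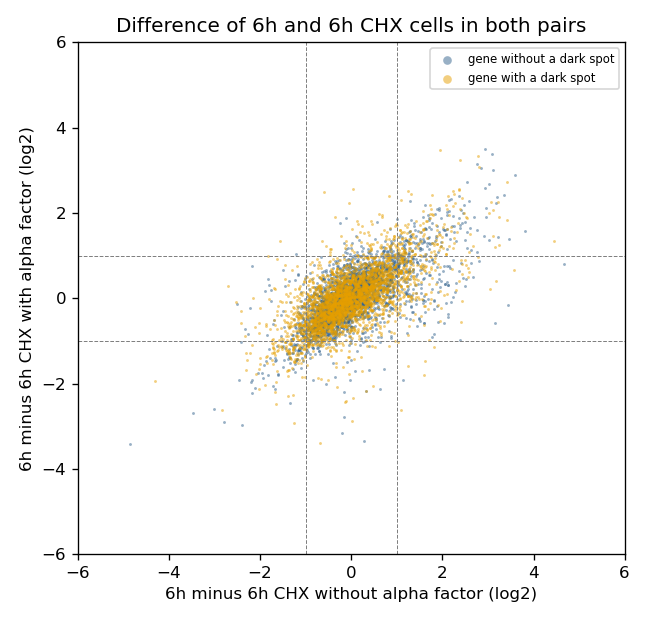
Difference between 6h and 6h CHX cells (log2) without αF on the horizontal axis and with αF on the vertical axis. Each point is a gene, orange if it had a dark spot on the array of 6h CHX cells without αF and blue if not, and dashed lines mark 2-fold; both kinds follow the same diagonal, with an r of 0.65 and 0.70.

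Among genes that passed in limma and differed over 2-fold the same way in both pairs, of which there were 464, the highest in 6h relative to 6h CHX cells were RNP1, ARG1, FRM2, SHH3 and RRT12. RNP1 (YLL046C, chromosome XII, 46714 to 47463) was higher by 3.24 ± 0.19 (SE, limma adjusted p 0.00204), and RRT12 (YCR045C, chromosome III, 208135 to 209610) by 3.06 ± 0.15 (limma adjusted p 0.00197). ARG1 (YOL058W), FRM2 (YCL026C-A) and SHH3 (YMR118C) were higher by 3.23, 3.23 and 3.08. ARG1 was also low in wild-type cells without αF, at −3.95 relative to the reference, compared to −2.67 in 6h CHX cells and 0.41 in 6h cells. In 2h cells without αF it was saturated. With αF it stood at 0.66 in 2h cells, 0.014 in 6h cells and −3.36 in 6h CHX cells, so its difference lay mainly in the 6h CHX cells. The lowest were MF(ALPHA)1, NCA3, YBR099C, FSH1 and BI3. FSH1 (YHR049W, chromosome VIII, 206462 to 207193) was lower by −2.85 ± 0.15 (limma adjusted p 0.00197), and MF(ALPHA)1 (YPL187W, chromosome XVI, 193648 to 194145) by −4.13 ± 0.80 (limma adjusted p 0.0156). MF(ALPHA)1 also stood at −2.10 in 2h cells without αF against the 2h reference, so its value is uncertain. YBR099C, at −3.07, is described in the files as a dubious reading frame that overlaps MMS4, so its value is uncertain. NCA3 (YJL116C) had only dark spots in 6h CHX cells without αF, and its difference with αF was −1.94. BI3 (Q0115) was not well above background in 6h cells with αF, where it was at least 1.5-fold lower than in 6h CHX cells. FSH1 parted from 2h cells mainly in 6h CHX cells, by 2.07 beside −0.78 in 6h cells. RRT12 did so in 6h cells, by 3.06 beside 0.00052 in 6h CHX cells. For RNP1, FRM2, SHH3, YBR099C and MF(ALPHA)1 the 6h and 6h CHX cells lay on opposite sides of 2h cells. NCA3 and BI3 were not sorted in this way, for their dark or dim spots.

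Lists of genes fixed in advance were then compared as a description of these arrays. Ribosomal protein genes, 131 in number, were lower in 6h than in 6h CHX cells by a median of −0.64 and lower than in 2h cells by −0.60, both below all 10000 matched random lists. The former was −0.68 without the dark spots and −0.12 with the Cy5 channel alone. Daughter and M/G1 genes were higher in 6h than in 6h CHX cells by 1.07 (99.99th percentile; 1.06 without the dark spots), but differed by 0.02 between 6h and 2h cells. Stress-induced genes were higher in 6h than in 2h cells by 0.28 (percentile 99.3). Against 6h CHX cells they differed by −0.15 (percentile 20.9; −0.02 without the dark spots), a value that changed sign with the Cy5 channel alone. Histone genes were higher in 6h than in 2h cells by 0.47 (percentile 97.1) and differed by 0.12 from 6h CHX cells (0.14 without the dark spots). Ribosome biogenesis genes differed by −0.31 from 2h cells (percentile 2.66) and by 0.16 from 6h CHX cells (percentile 97.8; 0.17 at percentile 98.1 without the dark spots). Of the other lists, only the pheromone list at −0.27 against 6h CHX cells (percentile 1.42) lay in the lowest or highest 2.5% of random lists, and without the dark spots it did not (−0.25, percentile 3.15). G1/S genes were at −0.31 and 0.15, G2/M genes at 0.19 (0.22 without the dark spots) and 0.19, and RNA polymerase subunits at 0.03 (−0.04 without the dark spots) and −0.26 against 6h CHX and 2h cells, and the pheromone list was at −0.12 against 2h cells.

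Several of these values join a pair without αF and a pair with αF that disagree. Against 6h CHX cells, ribosome biogenesis genes were at −0.29 without and 0.53 with αF, stress-induced genes at 0.23 and −0.25, RNA polymerase subunits at −0.16 and 0.28, histone genes at 0.23 and −0.07 and the pheromone list at 0.03 and −0.60. Without the dark spots the values without αF were −0.29, 0.30, −0.17, 0.29 and 0.24. Against 2h cells, the pheromone list was at 0.28 (percentile 98.5) without and −0.41 (percentile 0) with αF, stress-induced genes at 0.62 and −0.05, and G1/S genes at −0.09 and 0.19. Ribosome biogenesis genes, at −0.56 (percentile 0.045), and RNA polymerase subunits, at −0.52 (percentile 0.18), differed from 2h cells without αF but by only 0.01 and −0.02 with αF.

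With αF, the list of pheromone response genes rose by a median of 3.0 in wild type, 3.0 in 2h cells, 2.53 in 6h cells and 2.73 in 6h CHX cells (2.61 without the dark spots). Cell-cycle genes fell in wild type, where histone genes changed by −2.13, G1/S genes by −1.67 and G2/M genes by −0.32. In the 3 arrested conditions the histone list changed by −0.12, −0.17 and 0.17, the G1/S list by −0.04, 0.10 and 0.06, and the G2/M list by −0.03, 0.00 and −0.16 in 2h, 6h and 6h CHX cells. Without the dark spots the 6h CHX values of these lists were 0.20, 0.08 and −0.26. Ribosome biogenesis genes fell with αF in 2h cells, by a median of −0.55, and in 6h CHX cells, by −0.81 (−0.83 without the dark spots), and less in wild type, by −0.22, but changed by 0.04 in 6h cells. RNA polymerase subunits followed, at −0.36, −0.37 (−0.42 without the dark spots), −0.08 and 0.03 in the same order. Daughter and M/G1 genes changed by −0.06 in wild type, −0.20 in 2h cells, −0.09 in 6h cells and 0.30 in 6h CHX cells (0.28 without the dark spots).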

Values the study reported

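The study counted 27 genes on the arrays whose level rose over 4-fold in wild-type cells after αF.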

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

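The tests of background correction, normalisation and slide position in this part were chosen after the results were seen. For each of 3 gene lists the change with αF lay in the lowest 2.5% of matched random lists in 1 condition and in the highest 2.5% in another. With 1 array per group, none of these differences between conditions was tested against replicates. The row of the slide changes with αF in every condition, and an effect of the row that is common to the conditions drops out of a difference between them.

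G1/S genes fell with αF in wild type, by a median of −1.67 (percentile 0), and rose slightly in 6h cells, by 0.10 (percentile 99.3), a difference of 1.77. With normexp and loess the difference was 1.69, and with the Cy5 channel alone 1.79, so the scanner software's own background correction and dye normalisation do not account for it. Both alternatives also use loess within arrays, so that step as such was not tested. None of these 4 arrays has a dark area. The rounded file of wild-type cells without αF enters here, but rounding the other 7 files alike moved no log2 ratio by more than 0.015. A candidate explanation is the cell cycle. Wild-type cells cycle until αF stops them, whereas cdc28-4 cells at 35°C were arrested before αF was added. The histone list, which this explanation also names, changed by −2.13 in wild type and by at most 0.17 in size in the 3 arrested conditions (0.20 without the dark spots). In the Cy3 channel, which holds the same reference on every array, the difference for the G1/S genes was 0.085, which argues against the slide position of the arrays.

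Stress-induced genes rose with αF in wild type, by 0.25 (percentile 100), and fell in 6h cells, by −0.39 (percentile 0), a difference of 0.64. It was 0.65 with normexp and loess and 0.61 with the Cy5 channel alone, which argues against the scanner software's own background correction and dye normalisation. A loess step, which both alternatives hold, was not tested as such. In the Cy3 channel it was 0.013, which argues against the slide position. The list also rose with αF in 2h cells, by 0.20 (percentile 99.97). In 6h cells the list stood 0.62 above 2h cells without αF and −0.05 from them with αF. The fall therefore started from a raised level in 6h cells without αF. The level without αF was also raised in 6h CHX cells, by 0.53 over 2h cells (0.73 without the dark spots, both at percentile 100), so a raised level was not confined to 1 array, but in 6h CHX cells it was still 0.43 above 2h cells with αF. Whether the fall in 6h cells belongs to the cells, to the handling of the cultures or to 1 of the 2 arrays stays open, since there is no second pair. A biological difference between cell sizes was not tested.

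Ribosomal protein genes rose with αF in wild type, by 0.10 (percentile 99.8), and fell in 2h cells, by −0.13 (percentile 0), a difference of 0.23. The difference was 0.26 with normexp and loess and 0.18 with the Cy5 channel alone, so it did not rest on the scanner software's own background correction and dye normalisation. As every setting includes a LOWESS or loess step, that step as such was not tested. It is small beside the SD of 0.52 over genes on the array of 2h cells against the 2h reference, although that SD is of single genes and not of a list of 131. In the Cy3 channel the difference for these genes was −0.024, which argues against the slide position. The list also fell with αF in 6h CHX cells, by −0.06 (percentile 3.15), or −0.10 (percentile 0.505) without the dark spots. In 6h cells it changed by 0.07 (percentile 89.2). A fall was thus not confined to the 2h arrays, though it was smaller in 6h CHX cells. For the size of the difference, a fault of a single array stays open beside a biological difference.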

How the results depend on the processing

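Alternatives without the dark spots were chosen after seeing the data, and the others before. Of the values and counts that answer a comparison, 235 recomputed under an alternative stayed within their spread or within 1.5 times, and 57 moved. For single named genes 286 values kept their direction and side of the threshold, 35 kept their direction but no longer passed, and 5 changed sign. The median of spots, no filter on dim genes and the filter of 2 arrays moved none of the values they were run on.

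The number of genes induced in wild type was 115 at 2-fold. The median difference in induction between 6h and 2h cells was −1.77 with the Cy5 channel alone, −1.65 with it without the dark spots, −0.51 over the genes above 2-fold in wild type, −1.91 over those above 4-fold in 2h cells and −0.59 over the fixed pheromone list. Against 6h CHX cells it was −1.16 with normexp and loess, −1.43 with the Cy5 channel alone, −1.50 with it without the dark spots, −0.58, −1.57 and −0.89 over the same 3 lists. All of these kept their direction. The lists hold different sets of genes, and otherwise the cause was not tested.

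The effect of αF gave 22 genes with the Cy5 channel alone, but 58 with it without the dark spots. It gave 28 with no block, which moves the spread between conditions into the error. In the leave-one-out fits the count ran from 8, without the 2h pair, to 54, without the 6h pair. It was 31 without the 6h CHX pair and 46 without the wild-type pair. Fewer arrays leave 2 residual degrees of freedom, but that applies to each of the 4 fits, so why the 2h pair mattered most was not tested. The interaction gave 0 genes over all genes under every alternative run. Adjusted over the list alone it gave 9 genes with the Cy5 channel alone, 12 with it without the dark spots, 12 with normexp and loess, 8 with the trend and robust prior, 6 with the deposited log2 table, 5 among genes well above background on all 8 arrays, 6 without the dark spots and 16 without wild type, in place of 3. The cause was not tested.

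Between conditions, the Cy5 channel alone gave 1 gene for 6h against 6h CHX, 2 for 6h against 2h, 0 for 6h CHX against 2h and 55 for wild type against 2h. At an unadjusted p of 0.05 these were 1245, 722, 740 and 886 genes. The dark area caused most of this loss, as the counts were 1734, 1781, 319 and 2113 when it was left out, and the median residual SD fell from 0.36 to 0.15 (0.17 with log ratios). A 2-fold minimum left 690, 630, 152 and 805 genes, by its own construction. The trend and robust prior gave 414 genes for 6h CHX against 2h in place of 270, and the cause was not tested. Genes over 2-fold the same way in both pairs for 6h against 6h CHX numbered 269 with the Cy5 channel alone and 298 with it without the dark spots, in place of 475.

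Among gene lists, the Cy5 channel alone moved 6h against 6h CHX to −0.57 for G1/S genes, 0.77 for daughter and M/G1 genes, −0.12 for ribosomal proteins and 0.51 for stress-induced genes, the last with a change of sign. The same channel without the dark spots gave −0.30, 0.90, −0.64 and 0.05 in the same order. The dark area thus accounts for most of these moves, but for only part of that of daughter and M/G1 genes. In the Cy5 channel with the dark spots the median of all genes shifted by −0.32 for αF in 6h CHX cells. For 6h CHX against 2h it shifted by 0.12. With normexp and loess daughter and M/G1 genes were at 0.76. For 6h against 2h the G2/M list was at 0.19 with normexp and loess, 0.15 with the Cy5 channel alone and 0.15 with it without the dark spots. For αF in wild type it was at −0.20 in both Cy5 settings.

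The αF response of the pheromone list in wild type, 2h, 6h and 6h CHX cells was 2.79, 3.22, 2.08 and 2.83 with normexp and loess, 2.79, 3.67, 2.15 and 3.57 with the Cy5 channel alone, and 2.73, 3.62, 2.27 and 3.28 with it without the dark spots. Leaving out the dark spots alone gave 2.61 in 6h CHX cells. In each of these the 6h value was the lowest. The cause of these shifts was not tested.

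Of the named genes, only the αF effect in CDC28, −0.0030 (not past the threshold), changed sign. It was 0.99 with the Cy5 channel alone, where the dark spots of CDC28 enter, 0.0087 without the dark spots, and ran from −0.053 to 0.032 over the leave-one-out fits. Signal over background limits 6h CHX cells without αF most, where 84.4% of spots were well above background in Cy5. No paired analysis beyond the condition block was possible because each group has a single array.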

Other observations

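The tests of the dark area, of direction without it, of direction over the fixed list, of slide position for the 6h and 2h cells, of the Cy3 rise in some genes and of the shared response of 2h and 6h CHX cells were chosen after the results were seen, and the test of the slide row was narrowed to 3 pairs of arrays once the dark area was known. The other tests were written down before the values they measure were seen, though the lower signal of the 6h CHX array was known by then.

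Of the dark spots on the array of 6h CHX cells without αF, 55.0% were passed by the scanner software's Cy5 flag. The effect of the dark area on the comparison that bears on size is mixed. Over all 31 genes, induction in 6h cells minus that in 6h CHX cells had a median of −1.27. A test planned for a dim array gave −1.27 again over the 23 genes called well above background in both channels on all 8 arrays, but it decides nothing, since those calls let dark spots through. Over the 9 genes without a dark spot the median was −0.43, less than 50% of the full value, which is consistent with the dark area making part of the difference. Leaving out the dark spots, 20 genes still gave −1.33, so the dark area does not account for the direction. The 9 genes also had a smaller difference between 6h and 2h cells, −0.91 in place of −1.41, and that comparison does not use this array, so they may be genes of smaller difference. The direction therefore stayed and the size stays open. A second hybridisation of that sample would settle it.

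For the lower induction in 6h than in 2h cells, several explanations were tested. None of the 31 genes (0) was saturated in Cy5 in 6h cells with αF, which argues against a ceiling of the scanner. The level with αF was itself lower in 6h cells, by −0.94, so a higher level before αF is not the whole cause, although the level without αF was higher by 0.28 and adds to the difference. Over the pheromone list fixed in advance the median difference was −0.59 in place of −1.41, so the choice of genes on the wild-type arrays does not account for the direction. The size depends on which genes are taken, but no wild-type array enters this difference and the lists hold different genes, so this does not test the choice on those arrays as a cause of the size. The lower induction was uneven, as FAR1 rose more in 6h cells (3.07) than in 2h cells (2.16) and KAR4 nearly alike (3.79 and 4.29). FAR1 rose from a lower level in 6h cells, however, and with αF it still stood lower there (1.67) than in 2h cells (2.40). In the Cy3 channel the change of the 31 genes with αF differed by −0.27 between 6h and 2h cells, under 50% of −1.41, which argues against the slide position as the whole cause. For 8 of these genes the Cy3 signal rose with αF over 2-fold, by a median of 2.40 in 2h and 0.57 in 6h cells. A smaller Cy3 rise in 6h cells makes the log ratio there higher and not lower, so this rise does not account for the lower induction. A difference with cell size stays open. For the 31 genes as a set, a longer arrest alone is argued against by 6h CHX cells, which were also arrested for 6 h. Their median induction was 4.08 with all spots, beside 4.07 in 2h cells and 2.89 in 6h cells. With αF, where no array has a dark area, 6h cells stood below 6h CHX cells by −1.12, with 25 of the 31 genes lower. The 6h CHX cells also had the drug, and the design does not separate size from it.

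The difference between 6h and 6h CHX cells without αF, which uses the array with the dark area, had an r of 0.68 across genes with the difference with αF, which does not. That argues against the dim array as its source. Leaving out the dark spots gave 1953 genes past the threshold, 1758 of them shared in direction with the 1895 found with all spots, so the dark area is not the source either. The near-complete loss of these genes in the Cy5 channel alone is a different matter. There 1734 genes came back without the dark spots, which is consistent with the dark area as the cause of the loss. The reference channel had absorbed most of it in the log ratios. Drug and volume differ together between these conditions and their effects stay open.

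For the effect of αF, the count of splits alone does not exclude chance. Of the 35 splits of the 8 arrays into 4 and 4, 3 gave as many genes as the real one (46). Among the 8 ways of swapping arrays within the 4 pairs, 1, the real one, gave as many, but 8 swaps cannot give a share under 0.05. The 2 other splits part only the 2h and the 6h CHX pairs by αF and keep each other pair together, and each gave 357 genes. They follow αF in these 2 conditions, in the same direction, and so hold part of its effect. Fitted with the condition block like the real split, the 29 other splits gave 0 genes, and 0 to 3 without the dark spots, where the real one gave 53. The 3 splits that keep conditions whole were fitted without the block and gave 2 to 32 genes (2 to 91 without the dark spots), which are counts from a fit of another form. The 46 genes include 23 of the 33 on the pheromone list fixed in advance. The 43 that rose did so in all 4 conditions, but the test favours such genes, so this is no separate evidence. As a test of the slide row, the Cy3 channel of the induced genes, which holds the same reference throughout, changed with αF by a median of 0.16 over 3 pairs, where the log2 ratio changed by 3.38. The median hides 8 of the 31 genes, FIG1 and AGA1 among them, whose Cy3 signal rose by a median of 1.86, though by 0.57 in 6h cells beside 2.26 in wild type and 2.40 in 2h cells. For YJL169W and CDA2 Cy3 fell in wild type, by 1.37 and 0.73. For 20 of the 31 genes the mean Cy3 change was under 0.5 in size. The row of the slide is thus unlikely to have made the induction of the 31 genes as a set. For the 8 genes, picked by their Cy3 change, for other single genes and for genes of small change it stays open.

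Those 2 splits point to a response to αF that 2h and 6h CHX cells shared. Outside the pheromone list and the genes induced in wild type, the changes with αF in these conditions had a Pearson r of 0.68 across 6120 genes, which are not independent, compared to 0.13 to 0.31 for the other pairs of conditions. The arrays compared share none of the samples. Over 3073 genes without a dark spot r was 0.76, which argues against the dark area. Ribosome biogenesis genes were part of it, with −0.55 in 2h and −0.81 in 6h CHX cells (−0.83 without the dark spots) but 0.04 in 6h cells. A response to αF in arrested cells of moderate size (250 and 325 fL) that is missing from cells of 815 fL is one hypothesis. The methods of the study describe the same 40 min in fresh medium, after the drug was washed away, with and without αF, but a legend of the study and the labels speak of cells before and after αF. If samples without αF were taken before the transfer, 40 min of fresh medium and the removal of the drug could give the same pattern, and no value here tests it.

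When each condition in turn was taken as the one that differs in its response to αF, all 4 gave 0 genes in limma over all genes, with 397 genes at an unadjusted p of 0.05 for wild type, 104 for 2h, 171 for 6h and 634 for 6h CHX cells. With 4 conditions no share under 0.05 can be had, and 6h cells did not stand out by this count.

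Cell-cycle genes fell with αF mainly in wild type. Rounding in the re-saved wild-type file cannot have made this, since the same rounding moved no log2 ratio on the other arrays by more than 0.0148. The histone list changed by −2.13 in wild type and by −0.12, −0.17 and 0.17 (0.20 without the dark spots) in 2h, 6h and 6h CHX cells, and G2/M genes by −0.32 in wild type and −0.03, 0.00 and −0.16 (−0.26). This is consistent with αF stopping cells that still cycle, which only the wild type did. The G2/M fall in wild type was −0.20 with the Cy5 channel alone, close to that −0.26, so the argument rests on the histone and G1/S lists.

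MF(ALPHA)1, the gene of the pheromone itself, had the largest difference of the named genes between 6h and 6h CHX cells, −4.13 ± 0.80. Its log2 ratio ranged from −5.10 in wild-type cells without αF to 0.53 in 6h CHX cells without αF, on spots outside the dark area. On the array of 2h cells without αF against the 2h reference it was −2.10, so it varied widely within 1 arrest time too. Its difference between 6h and 6h CHX cells therefore need not belong to size or drug. Its change with αF was 1.41 in wild type, −2.01 in 2h cells, −0.26 in 6h cells and −1.71 in 6h CHX cells. No explanation was tested. PET494, which fell in all 4 conditions, begins just after the end of AGA1, which rose in all 4, although in 6h CHX cells without αF AGA1 had dark spots only. No explanation was tested for this either.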
